# CD36 aggravates ferroptosis in NK cells and dampens their anti-fibrotic activity in the liver

**DOI:** 10.3389/fimmu.2026.1825015

**Published:** 2026-05-14

**Authors:** Xiaokun Shen, Haitao Cao, Fujie Li, Wenya Wang, Xingshu Qi, Yarui Zhou, Bo Li, Qingjie Fan, Tao Yang, Shinan Li

**Keywords:** CD36, cell therapy, ferroptosis, liver fibrosis, NK

## Abstract

Liver fibrosis is a major global health challenge, and it is an independent risk factor for the development of hepatocellular carcinoma (HCC). Several methods have been explored to improve liver fibrosis progression, but effective preventive and therapeutic strategies remain limited. Natural killer (NK) cells can limit the activation of hepatic stellate cells (HSCs), but they have exhibited impaired antifibrotic properties in liver fibrosis, and the underlying mechanisms are not well understood. In this study, we found that CD36 was markedly upregulated in NK cells from mice with liver fibrosis. The CD36 expression was negatively correlated with activation markers of NK cells. The CD36^-^ NK cells exhibited elevated cytotoxic cytokine production and enhanced antifibrotic activity against HSCs. The adoptive transfer of CD36^-^ NK cells alleviated liver fibrosis progression. Mechanistically, CD36 induced reactive oxygen species (ROS) and lipid peroxidation. These consequently triggered ferroptosis in NK cells. The blockage of CD36 or inhibition of ferroptosis in NK cells effectively restored their antifibrotic properties against HSCs. In summary, our findings demonstrated that the antifibrotic properties of NK cells were regulated by CD36. These results provide evidence that targeting CD36 could restore NK cell function for liver fibrosis immunotherapy.

## Introduction

Liver fibrosis is a universal pathological feature of most hepatic pathogenetic processes and end-stage liver diseases. It is triggered by chronic insults that impair hepatocyte regeneration, activate inflammatory pathways, and recruit various cells (e.g., immune cells and hepatic stellate cells). These activated cells drive excessive extracellular matrix and collagen deposition. This results in a progressive, clinically silent loss of hepatocyte function. Uncontrolled fibrosis advances to cirrhosis and possibly to a tumor. Fibrosis is a major global cause of morbidity and mortality. Liver transplantation is the only effective clinical treatment, but it is severely limited by donor shortages (1). Cell therapy has emerged as a potential alternative, but multiple challenges hinder its clinical application (2, 3).

Driven by the continuous advancement of biotechnology and the in-depth elucidation of multiple molecular mechanisms and cellular crosstalk within the hepatic microenvironment, innovative cell therapy approaches have been actively developed for end-stage liver disease, a clinical outcome arising from decompensated liver fibrosis or cirrhosis. To date, many cell types (e.g., bone marrow mononuclear cells, endothelial progenitor cells, bone marrow mesenchymal stem cells, and macrophages) have been reported to have positive effects on the suppression and apoptosis of HSCs, collagen reduction, liver enzyme normalization, and proinflammatory cytokine decreases (3, 4). These results have indicated their remarkable therapeutic effects that have drawn attention.

NK cells exert dual regulatory effects on liver fibrogenesis by eliminating activated HSCs to attenuate fibrosis progression (5). However, excessive NK cell activation can also exacerbate liver tissue injury and promote fibrogenesis via pro-inflammatory cytokine release (6). It was suggested early in the research that HSCs in advanced fibrosis could inhibit NK cell function and cytotoxicity through the production of transforming growth factor-β (TGF-β) and the elevated expression of a suppressor of cytokine signaling 1 (SOCS1) (6). Therefore, NK cell-based therapy requires an evaluation of its efficacy as a potential therapeutic strategy for liver fibrosis.

A growing body of evidence has indicated that lipid metabolic reprogramming in both epithelial cells and nonparenchymal cells plays a pivotal role throughout the entire progression of fibrosis/cirrhosis-regeneration-HCC, thereby promoting the advancement of the disease (7). Therefore, NK cell-based therapy requires an evaluation of its efficacy as a potential therapeutic strategy for liver fibrosis (8). However, how CD36 influences NK cells has not been well explained. The aim of this study is to investigate whether CD36 affects NK cell function, as well as how it influences NK cell-based cell therapy strategies for liver fibrosis.

We concluded in this study that CD36 was highly expressed on NK cells of liver fibrosis mice. CD36-mediated ferroptosis dampened the NK cell effector function and impaired their anti-fibrotic ability. The adaptive transfer of CD36^-^ NK cells could improve liver fibrosis progression. In summary, our results provide novel theoretical support for the targeting of NK cell therapy to treat liver fibrosis.

## Materials and methods

### Animal model

6-8-week-old male mice were used in all the experiments. WT mice (C57BL/6J) were purchased from Beijing Vital River Laboratory Animal Technology Co. Mice were housed under specific pathogen-free conditions with a 12 h light/dark cycle and free access to food and water. Animal experiments and procedures were approved by the Animal Care and Use Committee of Jinzhou Medical University. Liver fibrosis was induced by i.p. injection of 2.5 ml/kg of 20% CCl_4_ (Macklin) dissolved in olive oil (aladdin), twice a week for totally 4 weeks. The mice were harvested 48h after the last injection of CCl_4_.

### Flow cytometry

The following antibodies were used for flow cytometry in this study. FITC-anti-NK1.1, -Granzyme B, -IFN-γ, -TNF-α; PE-anti-CD36, -NKG2D, -NKG2A, -IFN-γ, -Perforin; APC-anti- CD3, -CD36, -TIGIT; APC-CY7-anti-CD3, -CD69; BV421-anti-NK1.1; Zombie Fixable Viability Kit were purchased from Biolegend. Mononuclear cells of liver and spleen were stained with antibodies as indicated for surface antigens and intracellular cytokines staining as previously described (9). In some experiments, 1×10^6^ liver mononuclear cells were incubated with or without 10μg/mL α-CD36 (188150-1ea, Cayman) or 10μM Ferrostatin-1 for 18 h in 96-well plate for intracellular cytokines assay. The cells were collected, stained and detected on flow cytometer (BD FACSCelesta™) and analyzed using FlowJo software (Tree Star, Inc., Ashland, OR).

### ROS measurement

ROS of liver NK cells was detected by Reactive Oxygen Species Assay Kit (Beyotime Biotechnology). The data were collected on flow cytometer (BD FACSCelesta™) and analyzed using FlowJo software (Tree Star, Inc., Ashland, OR).

### Lipid peroxidation

3×10^4^ NK cells from Oil or liver fibrosis group were incubated with or without 10μg/mL α-CD36 (188150-1ea, Cayman) for 18 h in 96-well plate. Then, cells were incubated in a humidified chamber at 37°C with 5% CO_2_ for 30 minutes with lipid peroxidation sensor according to the manufacturer’s protocol (Abcam). After incubation, cells were washed and examined by flow cytometry. A decreased PE/FITC ratio is indicative of elevated lipid peroxidation levels.

### Immunofluorescence

Liver NK cells were purified by MACS (Miltenyi Biotec) and cultured with or without 10μg/mL α-CD36 (188150-1ea, Cayman) for 18 h as indicated. Cytocentrifuge preparations (3×10^4^ NK cells) were then made with Shandon Cytospin 4 (Thermo Fisher). Cells were fixed with 4% paraformaldehyde and washed with PBS. After permeabilization with PBS containing 0.25% Triton X-100 for 10 min, samples were incubated with 5% BSA for 30 min to block nonspecific antibody binding and then incubated overnight at 4 °C with primary antibodies against GPX4 (1:500; Affinity, DF6701) or COX2 (1:500; Affinity, AF7003), followed by washes with PBS and incubation with coraLite488-conjugated Goat anti-Rabbit lgG (H+L) (1:500, proteintech) for 1h at room temperature, then examined using an Leica ICS SP5 II.

Spleen NK cells were isolated using MACS (Miltenyi Biotec) and resuspended in 1× PBS at a final density of 4 × 10^4^ cells per 150 μL. As mentioned above, briefly, cells were incubated overnight at 4 °C with primary antibody against CD36 (1:50; Novus Biologicals, NB400-144). After three additional 1× PBS washes, slides were incubated for 1 h at room temperature with goat anti-rabbit IgG (H+L) highly cross-adsorbed secondary antibody conjugated to Alexa Fluor™ 546 (1:1000 dilution, Invitrogen), protected from light. Immunofluorescence imaging was acquired Leica ICS SP5 II.

### Cytotoxicity assay

The lactate dehydrogenase release assay was used to determine the cytotoxicity of NK cells against HSCs. Briefly, HSCs were seeded in 96-well plates (5×10^3^ cells per well) for 24 h, then culture with serum-free RPMI 1640 for 6 h to activate HSCs. Meanwhile, 5×10^4^ NK cells from oil or liver fibrosis were pretreated with 10μg/mL α-CD36 (Cayman) or 10μM Ferrostatin-1 (MCE) for 6 h in complete 1640 medium. The treated NK cells were cocultured with HSCs for another 12 h. The killing efficiency was measured using the lactate dehydrogenase Cytotoxicity Assay Kit (C0017; Beyotime) according to the manufacturer’s protocol. Cytotoxicity was calculated as follows: cell death ratio (%) = [(Asample-Acontrol)/(Amax-Acontrol)] ×100, where A is absorbance value.

### Adoptive transfer of NK cells

CD36^+^ NK cells or CD36^-^ NK cells from liver of fibrosis mice were isolated using flow cytometry (BD FACSAria™ III). Isolated NK cells (1×10^5^) were injected through the tail vein into fibrosis mice after the third time injection of CCl_4_, once a week for three times during CCl_4_ challenge.

### Histological analysis

The livers were removed and fixed in 10% formaldehyde before embedding in paraffin. Sections cut at a thickness of 5 μm were stained with H&E for histological analysis. The stage of liver fibrosis was scored according to the Ishak system. Sirius red staining was performed according to standard procedures. ImageJ software quantified sirius red-stained positive areas by analyzing characteristics such as collagen aggregation area, shape, and color.

### Quantitative PCR

Total RNA was isolated from liver tissue or purified NK cells and real-time qPCR was performed. The sequences of primers were listed as follows:

*Gpx4* (forward): 5′-TGTGCATCCCGCGATGATT -3′
*Gpx4* (reverse): 5′-CCCTGTACTTATCCAGGCAGA-3′
*Acsl4* (forward): 5′-CTCACCATTATATTGCTGCCTGT-3′
*Acsl4* (reverse): 5′-TCTCTTTGCCATAGCGTTTTTCT-3′
*Cox2* (forward): 5′- TGCACTATGGTTACAAAAGCTGG-3′
*Cox2* (reverse): 5′-TCAGGAAGCTCCTTATTTCCCTT-3′
*Col1a1* (forward): 5′-GAAACCCGAGGTATGCTTGA-3′
*Col1a1* (reverse): 5′- GACCAGGAGGACCAGGAAGT-3′
*Acta2* (forward): 5′-ACTACTGCCGAGCGTGAGAT-3′
*Acta2* (reverse): 5′-AAGGTAGACAGCGAAGCCAG-3′
*Des* (forward): 5′-GTTTCAGACTTGACTCAGGCAG-3′
*Des* (reverse): 5′-TCTCGCAGGTGTAGGACTGG-3′

### RNA sequencing

Total RNA (400ng) was extracted from CD36^+^ NK cells or CD36^-^ NK cells sorted from liver of fibrosis mice, followed by library preparation according to Illumina standard instruction (VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina^®^). Agilent 4200 bioanalyzer was employed to evaluate the concentration and size distribution of cDNA library before sequencing with an Illumina novaseq6000. The protocol of high-throughput sequencing was fully according to the manufacturer’s instructions (Illumina). The raw reads were filtered by Seqtk before mapping to genome using Hisat2 (version:2.0.4). The fragments of genes were counted using stringtie (v1.3.3b) followed by TMM (trimmed mean of M values) normalization. Significant differential expressed genes (DEGs) were identified as those with a False Discovery Rate (FDR) value above the threshold (Q< 0.05) and fold-change >2 using edgeR software.

### Statistical analysis

All statistical analyses were performed using an unpaired Student’s *t*-test and One-way ANOVA analysis. The data are expressed as the mean ± SEM, and differences were considered statistically significant when *p* < 0.05 (*p < 0.05, **p < 0.01, ***p < 0.001, ****, *p* < 0.0001).

## Results

### CD36 is involved in the enrichment of lipid metabolism pathways in liver fibrosis

Previous research has indicated that alterations in hepatic lipid metabolism promote HSC activation and subsequent liver fibrosis by modulating the metabolic microenvironment. This includes the modulation of cellular energy metabolism and extracellular matrix synthesis (10). Based on this, we proceeded to investigate the role of lipid metabolism in liver fibrosis and its association with NK cell function. Initially, a public dataset (GSE222576) analysis revealed 28 genes (Log_2_FC > 2) that were significantly upregulated in liver tissues from fibrotic mice compared to controls (**Figure 1A**). Additionally, some genes (e.g., *Acnat2*, *Scd2*, *Lpl*, and *Cd36*) were associated with lipid catabolism. The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses identified significant enrichment of pathways related to lipid uptake and catabolism in the fibrotic group (**Figures 1B, C**). We then examined the fatty acid metabolism pathway, the adipogenesis pathway using a gene set enrichment analysis (GSEA) (**Figures 1D–F**), and differentially expressed genes (DEGs) (Log_2_FC > 2). We found that *Cd36* was significantly increased in the livers of fibrotic mice (**Figures 1G, H**). Furthermore, we isolated mononuclear cells from the liver and spleens of the control (Oil) and the CCl_4_-treated mice. The results showed that CD36 was significantly upregulated in the mononuclear cells after the CCl_4_ treatment. This result suggested that CD36 might participate in an impairment of immune surveillance in liver fibrosis (**Figure 1I**).

**Figure 1:**
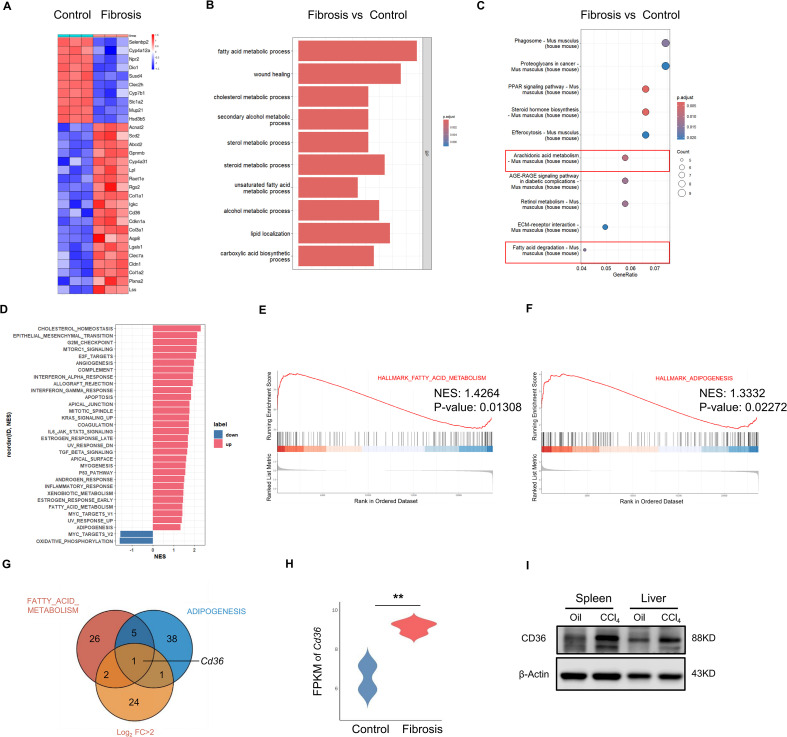
CD36 is increased in fibrotic liver and is enriched in lipid metabolism pathways. **(A)** A public dataset (GSE222576) was analyzed. Raw data were normalized using robust multiarray averaging (RMA, R package), and differences in gene expression were analyzed by screening for the genes with a Log_2_FC > 2 between the liver fibrosis group and the control group. **(B)** Gene Ontology (GO) term enrichment of the differentially expressed genes was analyzed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID). The GO terms of the top 10 are shown. **(C)** The top 10 most enriched KEGG pathways associated with DEGs. **(D)** GSEA of the liver tissue from fibrotic vs control mice. The fatty acid metabolism pathway **(E)** and adipogenesis pathway **(F)** are shown. **(G)** The fatty acid metabolism pathway-related genes, adipogenesis pathway-related genes, and DEGs (log_2_FC > 2) were crossed. **(H)** The fragments per kilobase of transcript per million mapped reads (FPKM) of CD36 in the indicated livers. **(I)** Mononuclear cells of the livers and spleens from the control and CCl_4_-treated mice were subjected to western blot analyses to determine CD36 protein levels.

### NK cell dysfunction correlated negatively with CD36 expression

Some studies had reported the effect of CD36 on CD8^+^ T cells in tumor, but how CD36 influenced NK cells remained not fully elucidated. Based on the above findings, we first sought to investigate CD36 expression on NK cells in liver fibrosis mice (**Supplementary Figures 1A–G**). Interestingly, spleen NK cells from the CCl_4_-treated mice expressed higher levels of CD36 compared with those from the control mice (**Figure 2A**). Additionally, mononuclear cells (non-NK) showed slightly increased CD36 expression (**Figure 2B**). We further confirmed these results using flow cytometry. The data showed that both liver and spleen NK cells from the fibrotic mice exhibited significantly higher CD36 expressions compared to those of the control mice (**Supplementary Figures 2A, B****;** **Figures 2C, D**). Furthermore, we also examined the expression of CD36 on other immune cell subsets and found that NK cells, particularly liver-resident NK cells (LrNK cells) (11), exhibited higher levels of CD36 (**Supplementary Figures 3A–F**). Previous studies have proved that NK cells from liver fibrotic mice exhibit a dysfunctional state (12), and this was confirmed by our results that showed that these NK cells secreted less IFN-γ, TNF-α, and perforin compared with those from control mice (**Figures 2E, F**). Moreover, the cytotoxic activity of NK cells from the liver fibrotic mice against activated primary mouse HSCs was decreased (**Figure 2G**). We further analyzed the correlation between CD36 and the activation markers of NK cells. CD36 was significantly negatively correlated with the expression of NKG2D, CD69, and IFN-γ, but it was positively correlated with NKG2A (**Figure 2H**). These results suggested that the impaired NK cell activity during fibrosis may be strongly associated with CD36 upregulation.

**Figure 2:**
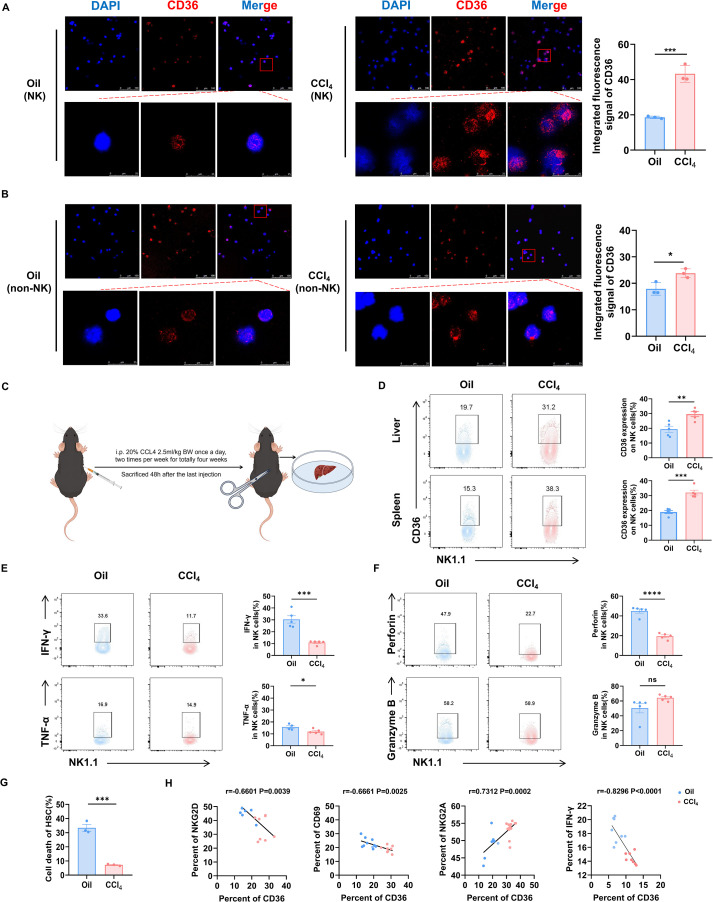
CD36 expression decreases cytotoxic cytokine production of NK cells. **(A)** Immunofluorescence images of CD36 expression on purified spleen NK cells with the indicated treatment. **(B)** Immunofluorescence images of CD36 expression on spleen mononuclear cells (excluded NK cells) with the indicated treatment. **(C)** Schematic of mouse treatment with CCl_4_. **(D)** CD36 expression of NK cells from the livers and spleens after the CCl_4_ treatment. **(E)** NK cells were analyzed for the expression of IFN-γ or TNF-α in the wild type (WT) and CCl_4_-treated mice. **(F)** NK cells were analyzed for the expression of perforin or granzyme B in WT and CCl_4_-treated mice. **(G)** Cytotoxicity of NK cells from the WT and fibrotic livers against activated mouse HSCs (NK cells: HSCs = 10:1). **(H)** CD36 expression of hepatic NK cells was analyzed using flow cytometry and plotted against that of NKG2D, CD69, NKG2A, and IFN-γ. Simple correlations were summarized using the Pearson’s correlation coefficients. Data are presented as means ± standard error of the mean (SEM). **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

### CD36 blockage attenuated lipid peroxidation activation and rescued NK function

Ma et al. demonstrated that CD36 on CD8^+^ T cells promoted fatty acid uptake and induced lipid peroxidation (13). We found elevated cholesterol and non-esterified fatty acid (NEFA) in the serum and liver tissue after CCL_4_-treatment (**Supplementary Figures 4A–C**). However, the impact of CD36 on NK cell function remained unclear. 

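NK cells (CD3- NK1.1+) were sorted by CD36 from the livers of mice that had received CCl4 (2.5 ml/kg of a 20% solution, 2 injections per week for 4 weeks) and were taken 48 h after the last injection. Total RNA (400 ng) of 3 CD36+ NK and 3 CD36- NK samples was sequenced. The authors filtered the reads with Seqtk, mapped them with HISAT2, counted fragments per gene with StringTie and deposited the counts of 57180 mouse genes without normalization, beside FPKM values. The libraries held 11104992, 13787189 and 12577382 counts in CD36+ NK replicates 1 to 3 (median 12577382) and 12871419, 10978967 and 10292480 in CD36- NK replicates 1 to 3 (median 10978967). The counts were normalized by edgeR's TMM method, and 14761 genes with enough counts were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes. The biological coefficient of variation between replicates was 20.3%. DEGs were genes with an adjusted p-value below 0.05 and a fold change above 2, as in the paper's methods.

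Cd36 (ENSMUSG00000002944), the gene of the sorted marker, lies on the minus strand of chromosome 5 from 17986688 to 18093799 in the coordinates of the deposited table, which names no genome build. It had 1232, 3569 and 2859 counts in the CD36+ NK libraries and 186, 359 and 175 counts in the CD36- NK libraries. Its count, normalized for library size and given as CPM (counts scaled to a common library size), was 203 ± 82.1 (SD, n = 3) in CD36+ NK and 21.0 ± 9.37 (SD, n = 3) in CD36- NK, a log2 fold change of 3.27 (standard error 0.426, adjusted p = 0.00615 from edgeR's quasi-likelihood test).

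Between the 2 fractions, 880 genes were DEGs, 440 higher and 440 lower in CD36+ NK. In each of the 880 genes the 3 CD36+ NK libraries did not overlap with the 3 CD36- NK libraries, as in 32.8% of all tested genes, where chance gives 10%. The higher DEG with the lowest p-value was Il1b, at 146 ± 10.9 CPM in CD36+ NK and 21.4 ± 4.00 in CD36- NK (log2 fold change 2.77, standard error 0.154, edgeR adjusted p = 0.000428). It was followed by Rps6ka2, Cd14, Scnn1a and Fscn1, with log2 fold changes of 2.65, 1.70, 2.84 and 1.52. The lower DEGs with the lowest p-values were Gzma, Klra4, a gene without a symbol (ENSMUSG00000121359), Klra9 and Prf1, with log2 fold changes of -2.57, -2.62, -2.75, -2.57 and -2.51. Klra4, Klra9 and the gene without a symbol lie close together on chromosome 6, and Klra4 and Klra9 belong to a family of similar genes whose fragments the counting could have split, so their values are uncertain. A list of macrophage and Kupffer cell marker genes was higher in CD36+ NK, with a median log2 fold change of 2.84 over its 10 tested genes, of which 4 were DEGs. The replicate number as a block in the model gave 560 DEGs, 221 higher and 339 lower, of which 542 were among the 880. Deviations of same-numbered CD36+ NK and CD36- NK libraries from their group means had a correlation of 0.310 in replicate 1, 0.0515 in replicate 2 and -0.0837 in replicate 3, and of 0.0947 over the 3 pairs, all across genes, which are not independent replicates. Other pairs were tried as a block after the values were seen. Pairs by the form of the library name and then its number gave 1061 DEGs, 626 higher and 435 lower, with a correlation of 0.232 over the 3 pairs, and pairs by that number alone gave 413, 105 higher and 308 lower, with a correlation of -0.118. Which pairing is right, if any, is not known. Of the fits that left out a replicate, the one without CD36- NK replicate 1 moved the number of DEGs most and gave 417 DEGs.

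**Figure D1:**
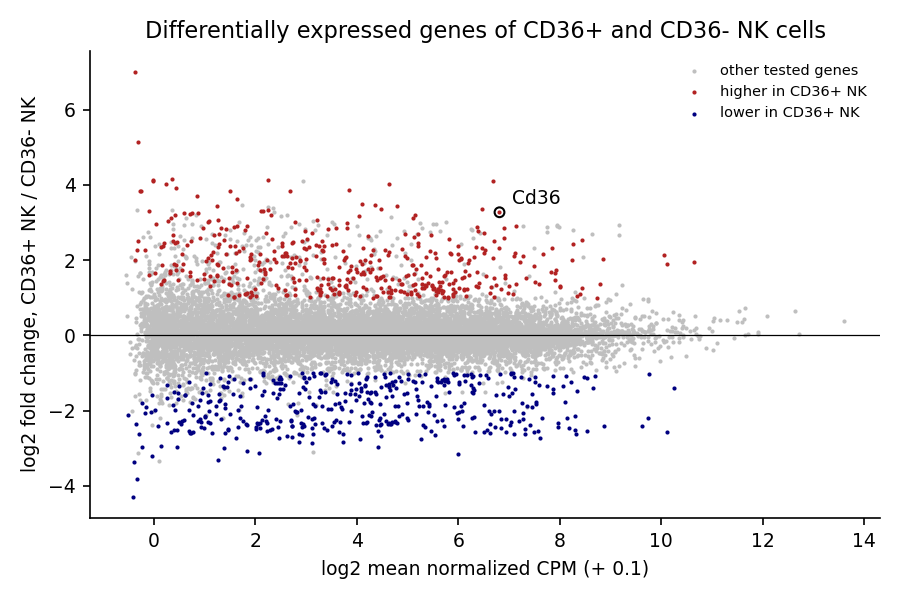
Log2 fold change of each tested gene (CD36+ NK over CD36- NK, vertical axis) against the log2 mean of its normalized CPM plus 0.1 (horizontal axis). Red points are the 440 DEGs higher in CD36+ NK and blue points the 440 lower ones, grey points are the other tested genes, and the circle marks Cd36 at 3.27.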

To investigate this, we sorted CD36^+^ NK and CD36^-^ NK cells from the fibrotic livers for RNA sequencing. The KEGG classification revealed that CD36 significantly impacted the lipid metabolism class in NK cells (**Figure 3A**). In addition, there was significant enrichment of pathways that included cholesterol metabolism, glycosphingolipid biosynthesis, and fatty acid elongation (**Figure 3B**). 

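KEGG entries of the deposited table were used to assign genes to the lipid metabolism class, of whose 16 pathways 14 occur in the table. Among the 268 tested genes of the class, 30 were DEGs, 21 higher and 9 lower in CD36+ NK. This was 11.2% of the class against 5.96% of all tested genes, a rich factor of 1.88 (one-sided Fisher's exact test, p = 0.000663). Adjusted over 385 gene sets, the 383 KEGG terms of at least 5 tested genes among them, the q-value was 0.00773. Adjusted over the lipid class and 3 lipid pathways alone, it was 0.00133. The macrophage marker list was also higher in CD36+ NK, with a median log2 fold change of 2.84. In bulk RNA, a change of lipid genes within NK cells cannot be told apart from RNA of other cells in the fraction.

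The 3 higher genes with the lowest p-values were Agpat4, Lpcat2 and Plpp1, which encode enzymes that build and cut glycerophospholipids and their precursors. Agpat4 (chromosome 17, from 12337591 to 12438532) was at 49.3 ± 13.4 CPM (SD, n = 3) in CD36+ NK and 19.4 ± 2.98 in CD36- NK, a log2 fold change of 1.35 (standard error 0.227, edgeR adjusted p = 0.0142). Lpcat2 and Plpp1 had log2 fold changes of 1.67 (standard error 0.282) and 2.38 (standard error 0.464). The 3 lower genes with the lowest p-values were Lpin1, Soat2 and Elovl7. Lpin1 (chromosome 12, from 16585670 to 16696967), which encodes the phosphatidate phosphatase lipin 1, was at 53.04 ± 3.57 CPM in CD36+ NK and 160.7 ± 28.2 in CD36- NK, a log2 fold change of -1.60 (standard error 0.139, edgeR adjusted p = 0.00144). The 30 log2 fold changes ran from -2.59 for Cyp17a1 to 3.31 for Akr1b7, and the adjusted p-values reached 0.04999 for Alox5.

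With the replicate number as a block, 15 genes of the class were DEGs, with a rich factor of 1.475 and a q-value of 0.370, which was not significant. With pairs by the form of the library name and then its number 40 were DEGs (rich factor 2.08, q-value 0.000134), and with pairs by that number alone 7 were (rich factor 0.9335, q-value 1.0), both chosen after the values were seen. The alternative that moved the rich factor furthest towards the other direction left out CD36+ NK replicate 2. It called 7 genes of the class, with a rich factor of 0.907 and a q-value of 1.0, and the class was also not significant without CD36+ NK replicate 3, CD36- NK replicate 1 or CD36- NK replicate 3 (q-values 0.940, 0.871 and 0.721). With Reactome's mouse lipid metabolism genes in place of the KEGG class, 28 of 358 tested genes were DEGs, a rich factor of 1.31 (one-sided Fisher's exact test, p = 0.0858). From the KEGG classification of the DEGs, the paper states that CD36 impacted the lipid metabolism class in NK cells.

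**Figure D2:**
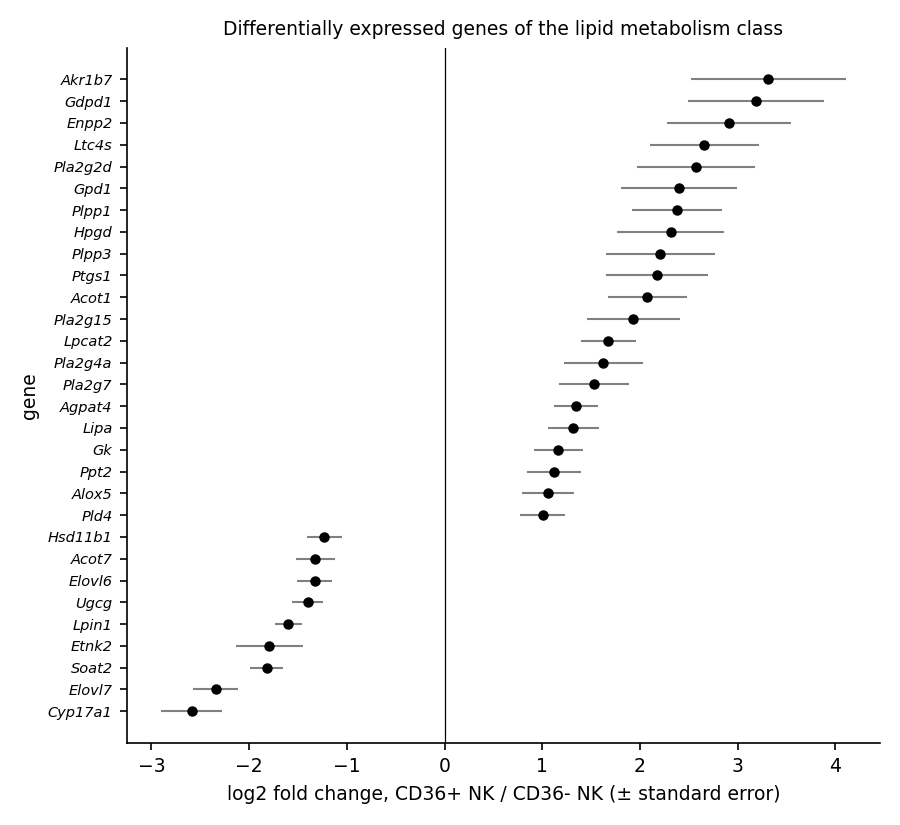
Log2 fold change (CD36+ NK over CD36- NK, horizontal axis) of the 30 DEGs of the lipid metabolism class (vertical axis), 21 to the right of 0 and 9 to the left. Points are edgeR estimates and bars standard errors.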

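Cholesterol metabolism had 33 tested genes, of which 9 were DEGs, 7 higher and 2 lower in CD36+ NK. Its rich factor was 4.575 (one-sided Fisher's exact test, p = 9.6e-05), and its q-value over the gene sets tested was 0.00148. Besides Cd36, the gene of the sorted marker, the higher genes were Pltp, Apoc2, Apoe, Lipa, Sort1 and Apoc1, and the lower genes were Osbpl5 and Soat2. As for the class, RNA of other cells remains a possible source of these changes. Pltp, which encodes the phospholipid transfer protein, had a log2 fold change of 1.52 (standard error 0.218, edgeR adjusted p = 0.00793), and Apoc2, which encodes an apolipoprotein, one of 2.29 (standard error 0.356, edgeR adjusted p = 0.0109). Soat2, which encodes a sterol O-acyltransferase, was at 9.61 ± 0.950 CPM (SD, n = 3) in CD36+ NK and 34.0 ± 6.20 in CD36- NK, a log2 fold change of -1.82 (standard error 0.171, edgeR adjusted p = 0.00181). With the replicate number as a block, 6 genes were DEGs, the rich factor was 4.79 and the q-value 0.0161. A fold change above 4 in place of 2 gave a rich factor of 4.76 and a q-value of 0.0871.

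Fatty acid elongation had 21 tested genes, of which 5 were DEGs, Acot1 and Ppt2 higher and Elovl7, Elovl6 and Acot7 lower in CD36+ NK. Its rich factor was 3.99 (one-sided Fisher's exact test, p = 0.00680), with an adjusted p of 0.00907 over the 4 lipid sets and a q-value of 0.0514 over all gene sets, just above 0.05. Elovl7, which encodes a fatty acid elongase, was at 3.22 ± 0.807 CPM in CD36+ NK and 16.3 ± 2.64 in CD36- NK, a log2 fold change of -2.34 (standard error 0.232, edgeR adjusted p = 0.00231). Acot1, which encodes an acyl-CoA thioesterase, rose with a log2 fold change of 2.08 (standard error 0.405, edgeR adjusted p = 0.0231). Acot1 belongs to a cluster of similar genes among which the counting could have split fragments, so its value is uncertain. The block gave 4 DEGs, a rich factor of 5.02 and a q-value of 0.0627. Without a filter on low counts the q-value was 0.0252, and with at least 10 counts in every library it was 0.0399. It was also below 0.05 without CD36+ NK replicate 1 (0.0354) or CD36- NK replicate 2 (0.0386). It stayed above 0.05 with DESeq2 (0.0927) and edgeR's exact test (0.113). The same held without CD36+ NK replicate 2 (0.597), CD36+ NK replicate 3 (0.221), CD36- NK replicate 1 (0.197) or CD36- NK replicate 3 (0.238).

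Glycosphingolipid biosynthesis is split by KEGG into a lacto and neolacto, a globo and isoglobo and a ganglio series. The 3 series together had 34 tested genes, of which Gcnt2, St3gal5, B4galt4 and A4galt were higher and B3galt5 lower in CD36+ NK. The rich factor was 2.47 (one-sided Fisher's exact test, p = 0.0493), and the q-value 0.231, which was not significant. Gcnt2 had a log2 fold change of 1.63 (standard error 0.197, edgeR adjusted p = 0.00476) and B3galt5 one of -1.84 (standard error 0.344, edgeR adjusted p = 0.0200). Of the series, lacto and neolacto had the lowest q-value, 0.117, with 4 DEGs among 18 tested genes and a rich factor of 3.73. The block left 2 DEGs in the 3 series, with a rich factor of 1.55 and a q-value of 0.941, and the fit without a filter on low counts gave a q-value of 0.0283. With pairs by the form of the library name and then its number as the block, the q-values were 3.12e-05 for cholesterol metabolism, 0.0673 for fatty acid elongation and 0.0162 for glycosphingolipid biosynthesis, and with pairs by that number alone they were 0.135, 0.571 and 0.817, both chosen after the values were seen.

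**Figure D3:**
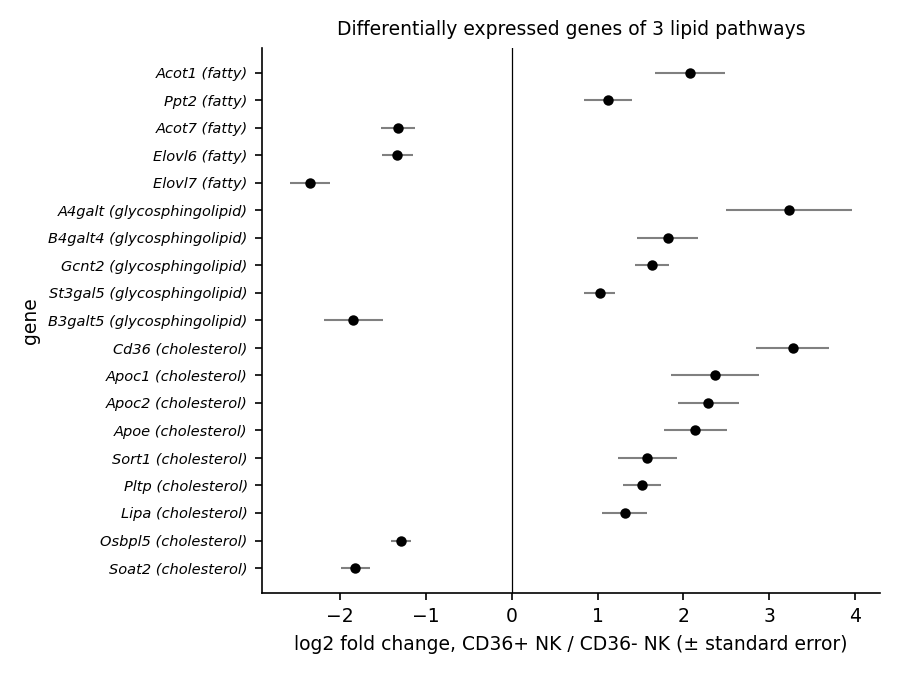
Log2 fold change (CD36+ NK over CD36- NK, horizontal axis) of the DEGs of cholesterol metabolism, glycosphingolipid biosynthesis and fatty acid elongation (vertical axis, with the first word of the pathway). Points are edgeR estimates and bars standard errors; 7 of the 9 cholesterol metabolism genes lie to the right of 0.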

Lipid metabolism influences ROS levels via substrate availability (e.g., FFAs and PUFAs), energy metabolism (e.g., mitochondrial function), antioxidant systems (e.g., NADPH and GSH), and signaling (e.g., inflammatory cytokines and enzyme activity) (14). We therefore measured the ROS change in NK cells. The flow cytometry and immunofluorescence showed significantly elevated ROS in liver NK cells from CCl_4_-treated mice (**Figures 3C, D**). This ROS accumulation can trigger lipid peroxidation, which was indeed significantly increased in liver NK cells from the CCl_4_-treated mice (**Figure 3E**). To determine if CD36 mediated NK cell lipid peroxidation, we co-cultured liver NK cells with a CD36 blocking antibody (α-CD36). This treatment effectively reduced lipid peroxidation in the NK cells (**Figures 3F, G**). To further explore the CD36 function, we co-cultured liver lymphocytes with α-CD36. This restored IFN-γ and perforin secretion by NK cells compared to those from the CCl_4_-treated mice alone (**Figures 3H–K**). Additionally, the CD36 blockage rescued the cytotoxic capacity of NK cells against HSCs (**Figure 3L**). These results indicated that CD36 mediated lipid peroxidation in hepatic NK cells, and CD36 blockage rescued the NK cell function.

**Figure 3:**
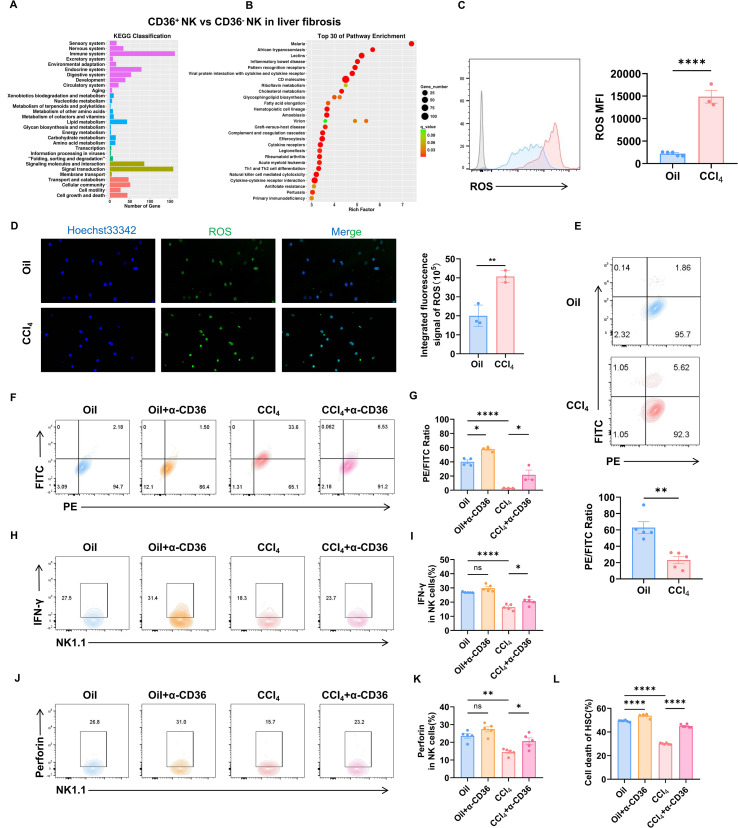
CD36 regulate lipid peroxidation in NK cells. **(A)** Top 30 most enriched KEGG classifications associated with DEGs (CD36^+^ NK vs CD36^-^ NK from fibrotic livers). **(B)** Top 30 most enriched KEGG pathways associated with DEGs (CD36^+^ NK vs CD36^-^ NK from fibrotic livers). **(C)** Liver NK cells from WT or fibrotic mice were analyzed for ROS after CCl_4_ treatment for 4 weeks. **(D)** Purified NK cells from WT or fibrotic mice were analyzed for ROS after CCl_4_ treatment for 4 weeks. **(E)** Liver NK cells from WT or fibrotic mice were analyzed for lipid peroxidation. A decreased PE/FITC ratio is indicative of elevated lipid peroxidation levels. **(F, G)** NK cells from the Oil or liver fibrosis group were incubated with or without 10 μg/mL αCD36 for 18 h. Lipid peroxidation was analyzed using flow cytometry. **(H-K)** Liver mononuclear cells (1×10^6^) were incubated with or without 10 μg/mL α-CD36 for 18 h and then analyzed for the expression of IFN-γ and perforin of NK cells. **(L)** HSCs (5×10^3^) were seeded for 24 h and then cultured with serum-free RPMI 1640 for 6 h to activate HSCs. NK cells (5×10^4^) from the Oil or liver fibrosis group were pretreated with 10 μg/mL α-CD36 for 6 h in complete 1640 medium. The treated NK cells were co-cultured with HSCs for another 12 h. The lactate dehydrogenase release assay was used to determine the cytotoxicity of NK cells against HSCs. Data are presented as means ± SEM. *, *p* < 0.05; **, *p* < 0.01; ****, *p* < 0.0001.

### CD36 blockage improved ferroptosis and rescued the NK function

Increased intracellular lipid peroxidation can induce ferroptosis, thereby affecting cellular function. We examined the expression of ferroptosis-related genes in NK cells during liver fibrosis. Compared to NK cells from the livers of mice in the control group, those from the livers of mice in the CCl_4_-induced group showed significantly elevated expression of the pro-ferroptosis genes *Acsl4* and *Cox2* and a significantly reduced expression of the ferroptosis-inhibitory gene *Gpx4* (**Figure 4A**). We hypothesized that NK cells might undergo ferroptosis via CD36-mediated lipid peroxidation during liver fibrosis. This would lead to their reduced activity and functional impairment. To test this, liver NK cells were isolated and cultured with α-CD36 for 18 h *in vitro*. This was followed by a ferroptosis-related gene expression analysis. The results demonstrated that, compared to NK cells from the CCl_4_-induced mice, those treated with the CD36 blocking antibody exhibited a significant decrease in *Acsl4* and *Cox2* expression and a significant increase in *Gpx4* expression (**Figure 4B**). This trend was observed in the immunofluorescence assays (**Figures 4C–F**). These results indicated that CD36 blockage effectively inhibited ferroptosis in hepatic NK cells during fibrosis. To further investigate the impact of ferroptosis on NK cell function, isolated lymphocytes were treated *in vitro* with a ferroptosis inhibitor for 18 h. Compared to the NK cells from the CCl_4_-induced mice, those treated with the ferroptosis inhibitor showed a significant recovery in their ability to secrete both IFN-γ and perforin (**Figures 4G–J**). This effectively restored their cytotoxicity against HSCs (**Figure 4K**). These results strongly suggested that CD36 impaired NK cell function by inducing ferroptosis.

**Figure 4:**
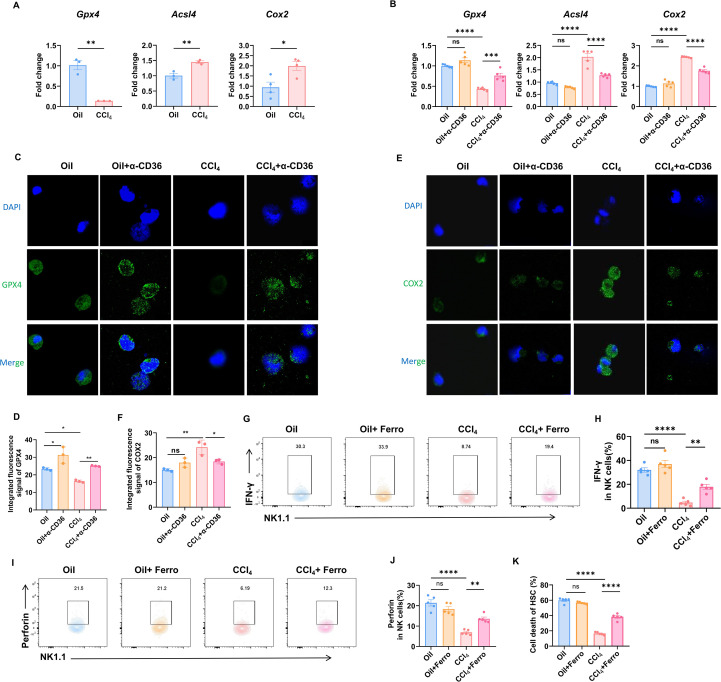
CD36 mediates ferroptosis and the ferroptosis inhibitor rescues cytotoxic cytokine production in NK cells of liver fibrotic mice. **(A)** mRNA expression of ferroptosis-related genes in primary NK cells from the livers of CCl_4_-treated mice compared with the control mice. **(B)** NK cells from the livers of CCl_4_-treated mice and control mice treated with or without α-CD36 were analyzed for ferroptosis-related genes. **(C-F)** Immunofluorescence images of GPX4 and COX2 in NK cells from CCl_4_-treated mice and control mice. Liver mononuclear cells (1×10^6^) were incubated with or without 10 μM Ferrostatin-1 for 18 h and then analyzed for the expression of IFN-γ **(G, H)** and perforin **(I, J)** of NK cells. **(K)** HSCs (5×10^3^) were seeded for 24 h and then cultured with serum-free RPMI 1640 for 6 h to activate HSCs. NK cells (5×10^4^) from the Oil or liver fibrosis group were pretreated with 10 μM ferrostatin-1 for 6 h in complete 1640 medium. The treated NK cells were co-cultured with HSCs for another 12 h. The lactate dehydrogenase release assay was used to determine the cytotoxicity of NK cells against HSCs. Data are presented as means ± SEM. *, *p* < 0.05; **, *p* < 0.01; ****, *p* < 0.0001.

### Liver fibrosis was improved by the adaptive transfer of CD36^-^ NK cells

To verify whether the targeting of CD36 on NK cells would affect liver fibrosis progression, we transferred purified CD36^+^ NK cells and CD36^-^ NK cells via the tail vein into fibrotic mice. We then evaluated the capacity of CD36^-^ NK cells and CD36^+^ NK cells to alleviate liver fibrosis (**Figure 5A**). There were no significant differences in the hepatic pathological features due to the cell transfer of CD36^+^ NK cells or CD36^-^ NK cells (**Figure 5B**). To our surprise, the liver weight/body weight ratio was slightly increased in mice transferred with CD36^-^ NK cells (**Figure 5C**). Moreover, compared with mice transferred with CD36^+^ NK cells, the serum levels of alanine transaminase (ALT) and aspartate transaminase (AST) were remarkably decreased in those mice transferred with CD36^-^ NK cells (**Figure 5D**). Hematoxylin and eosin (H&E) staining demonstrated that the CD36^-^ NK cell notably improved liver fibrosis in mice (**Figures 5E, F**), while Sirius Red staining revealed less collagen deposition in the livers of mice transferred with CD36^-^ NK cells (**Figures 5E, G**). Additionally, we detected the expression of fibrosis-related genes (*Col1a1, Acta2*, and *Des*) in the liver tissues from each group. Compared with the control group, the expression of these fibrosis-related genes was significantly downregulated in the liver tissues of mice transferred with CD36^-^ NK cells, whereas no obvious change was observed in mice transferred with CD36^+^ NK cells (**Figure 5H**). These data showed that NK cells that did not express CD36 had a stronger capacity to improve liver fibrosis progression.

**Figure 5:**
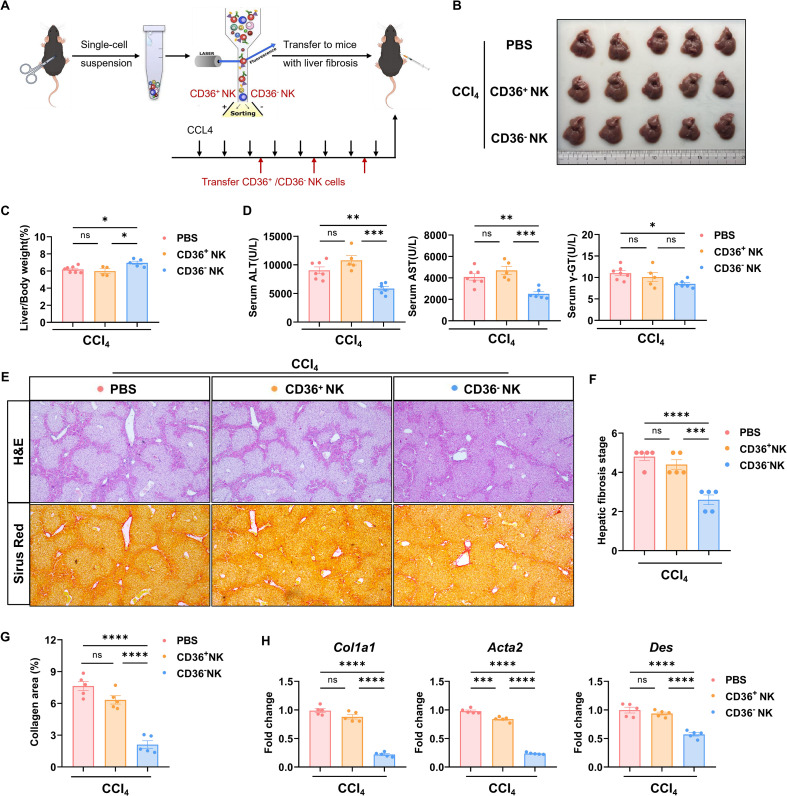
CD36^-^ NK cells alleviate CCl_4_-induced liver fibrosis in mice. **(A)** Schematic of CD36^+^/CD36^-^ NK cell transfer into CCl_4_-challenged mice. **(B)** Representative images of the fibrotic liver transferred by the indicated NK cells (1×10^5^) three times. **(C)** Liver/body weights of the fibrotic liver transferred by the indicated NK cells (1×10^5^). **(D)** Serum ALT, AST, and γ-GT of the indicated mice were analyzed. **(E-G)** H&E (100×) and Sirius red staining (100×) of the livers from the CCl_4_-challenged mice transferred with the indicated NK cells. **(H)** mRNA expression of fibrosis-related genes (*Col1a1*, *Acta2*, and *Des*) in liver tissues. Data are presented as means ± SEM. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

## Discussion

In this study, we revealed the mechanism that underlies NK cell dysfunction during liver fibrosis and explored potential approaches to reverse this dysfunction and enhance NK cell activity. Ultimately, these strategies were designed to strengthen their capacity to eliminate activated hepatic HSCs and improve their antifibrotic efficacy. We revealed that NK cell dysfunction during liver fibrosis was linked to CD36-mediated lipid peroxidation accumulation and subsequent ferroptosis. Notably, CD36 blockage effectively restored the NK cell activity during liver fibrosis progression. Furthermore, the adoptive transfer experiments revealed that CD36^-^ NK cells exerted superior *in vivo* antifibrotic activity, a trait absent in their CD36^+^ counterparts. These results suggested that the targeting of CD36 to modulate NK cell function is a viable strategy. The results also highlighted the critical role of CD36-mediated metabolic reprogramming in driving NK cell dysfunction during liver fibrosis. Thus, future therapeutic strategies should prioritize the development of selective interventions to restore NK cell activity, particularly their ferroptosis resistance and HSC-killing capacity. This would be preferable to the adoption of non-specific immune modulation approaches.

Hepatic fibrosis has been identified as an independent risk factor for the development of hepatocellular carcinoma (HCC). HSCs are key effector cells in hepatic fibrosis, and they play a pivotal role in HCC development. For a long time, they have served as a key research focus in exploring the mechanisms by which hepatic fibrosis fosters a pro-tumorigenic microenvironment within the liver. Upon activation, hepatic stellate cells (HSCs) migrate to regions of liver damage, where they release large amounts of inflammatory factors and constituents of the extracellular matrix (ECM) (15). The targeting of HSCs might be an effective method to improve liver fibrosis progression. The diminished cytotoxicity activity of NK cells against HSCs is a critical contributing factor during hepatic fibrosis progression to HCC (16, 17). How to rescue NK function has attracted our attention. Some immune cells have been reported to interact with NK cells and impact their function. Mucosal-associated invariant T (MAIT) cells can alleviate liver fibrosis through potentiating the cytotoxic function of natural killer (NK) cells (18). Similarly, γδT cells exert an anti-fibrotic effect by exerting direct cytolytic activity and augmenting NK cell-mediated cytotoxicity toward hepatic stellate cells (HSCs) (16). Moreover, M1-polarized bone marrow-derived macrophages (BMDMs) display more potent therapeutic efficacy by remodeling the hepatic microenvironment; this process promotes the recruitment and functional modulation of endogenous macrophages and NK cells, which in turn induce HSC apoptosis and inhibit the progression of hepatic fibrosis (19). Moreover, some molecules can be targeted to regulate the function and apoptosis of NK cells. Uncoupling protein 1 (UCP1) catalyzes the leakage of protons across the mitochondrial inner membrane for thermogenesis, the decrease of which promotes NK cell necroptosis (20). This includes non-alcoholic steatohepatitis (NASH) progression to fibrosis. Activation of metabotropic glutamate receptor 5 (mGluR5) within natural killer (NK) cells mitigates liver fibrosis in both murine models and human systems by elevating cytotoxic activity and boosting IFN-γ secretion (21). Additionally, EP3 is indispensable for the adhesion and cytotoxic capacity of NK cells against hepatic stellate cells (HSCs). EP3 deficiency compromises the adhesive and cytotoxic functions of DP NK cells toward HSCs by interfering with the interaction between integrin subunit alpha 4 (ITGA4) and vascular cell adhesion molecule-1 (VCAM1) (22).These studies indicate that the targeting of NK cells may be an effective method to attenuate liver fibrosis progression, but the target molecules have not been fully explored. In our study, we found that CD36 upregulation inhibited NK function with decreased cytotoxicity against HSCs and cytokine production. CD36 blockage reversed this process, suggesting that CD36 could serve as a new target to improve NK cytotoxicity toward HSCs.

CD36 is a membrane glycoprotein that has been extensively studied in various mammalian cells, such as adipocytes, macrophages, and hepatocytes (23, 24). In recent years, an increasing amount of research has focused on CD36-mediated dysfunctions in immune cells. Previous studies have documented that CD36 is capable of inducing ferroptosis in tumor-infiltrating CD8^+^ T lymphocytes. As reported by Ma X et al., CD8^+^ T cells internalize fatty acids through CD36, which in turn elicits lipid peroxidation in these T cells. This cascade of events ultimately promotes ferroptosis and diminishes the secretion of cytotoxic cytokines, resulting in the loss of antitumor effector functions within the tumor microenvironment (TME). Notably, blocking CD36-mediated ferroptosis, particularly when combined with immune checkpoint blockade therapy, markedly potentiates the antitumor efficacy of CD8^+^ T cells (13). Interestingly, CD36 has been recently reported to have another function where it promoted the antigen-presenting phenotype of myeloid-derived suppressor cells (MDSCs) by facilitating the uptake and integration of B-cell membrane components (25). However, how CD36 mediates NK cell dysfunction remains not fully explored. In our study, we demonstrated that CD36-mediated accumulation of lipid peroxidation ultimately led to ferroptosis that impaired the cytotoxic function of NK cells during liver fibrosis and compromised their anti-fibrotic capacity. The transfer of CD36^-^ NK could improve liver fibrosis. Additionally, CD36 is also expressed in HSCs (26). CD36 signaling plays a significant pro-fibrotic role in the activation of HSCs to stimulate matrix synthesis (27). In summary, these data indicated that CD36 might be an effective target for liver fibrosis therapy.

NK cells are reported to divide into two subsets, conventional NK (cNK) and liver-resident NK (termed LrNK or liver ILC1) (11). They both can produce IFN-γ to prevent fibrosis in chronic liver diseases (28). The depletion of NK cells and ILC1 lead to MASLD progression by promoting the polarization of macrophages (29). However, how these two subsets are regulated by CD36 during liver fibrosis remains undocumented. In our study, we found that CD36 expression was upregulated in both cNK and LrNK cells, with a significantly greater increase observed in LrNK cells. 

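In the sorted liver NK cells of fibrotic mice, Eomes, Ncr1, Tbx21, Ccl5, Itga2 and Il18r1 were each lower in all 3 CD36+ NK libraries than in all 3 CD36- NK libraries. Eomes (chromosome 9, from 118307280 to 118315200), which encodes the transcription factor eomesodermin, was at 35.2 ± 2.71 CPM (SD, n = 3) in CD36+ NK and 210.9 ± 35.9 (SD, n = 3) in CD36- NK. Its log2 fold change was -2.58 (standard error 0.145, adjusted p = 0.000428 from edgeR's quasi-likelihood test). Ncr1, which encodes the receptor NKp46, was at 78.2 ± 16.9 CPM in CD36+ NK and 423 ± 31.0 in CD36- NK, a log2 fold change of -2.43 (standard error 0.165, edgeR adjusted p = 0.000527). Tbx21, which encodes T-bet, was at 49.9 ± 5.83 and 242.5 ± 31.8 CPM, a log2 fold change of -2.28. Ccl5 was the most highly expressed of the 6 genes, at 248 ± 38.9 and 1328 ± 229 CPM, a log2 fold change of -2.42. Itga2, which encodes CD49b, and Il18r1 had log2 fold changes of -2.59 and -2.38. Adjusted over the 6 genes alone, the p-values lay between 1.76e-06 and 3.88e-06. All 6 genes were DEGs under each alternative test, normalization, filter and left-out replicate, and with the replicate number as a block 6 of 6 were DEGs.

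Other genes of the NK lineage were lower as well. The mean log2 level of 7 such genes, none of them among the 6, fell by 2.09 in CD36+ NK, and that of the 6 genes fell by 2.40. Relative to the 7 genes, the 6 genes fell by 0.313 on the log2 scale (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The full NK lineage list has 10 tested genes, because the 7 leave out those that are among the 6 or are effector genes such as Prf1. The log2 fold changes of this full list ran from -2.57 to -0.3827, with a median of -2.427. That median is therefore not one of genes chosen apart from the 6. The difference from the mean therefore does not show that the 6 genes fell more than most genes of the NK lineage. Klrb1c, which encodes the NK1.1 antigen by which both fractions were sorted, was lower as well, with a log2 fold change of -2.46. A smaller share of NK RNA in the CD36+ NK libraries could lower all of these genes. Bulk RNA cannot tell it apart from a difference between NK subsets.

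**Figure D4:**
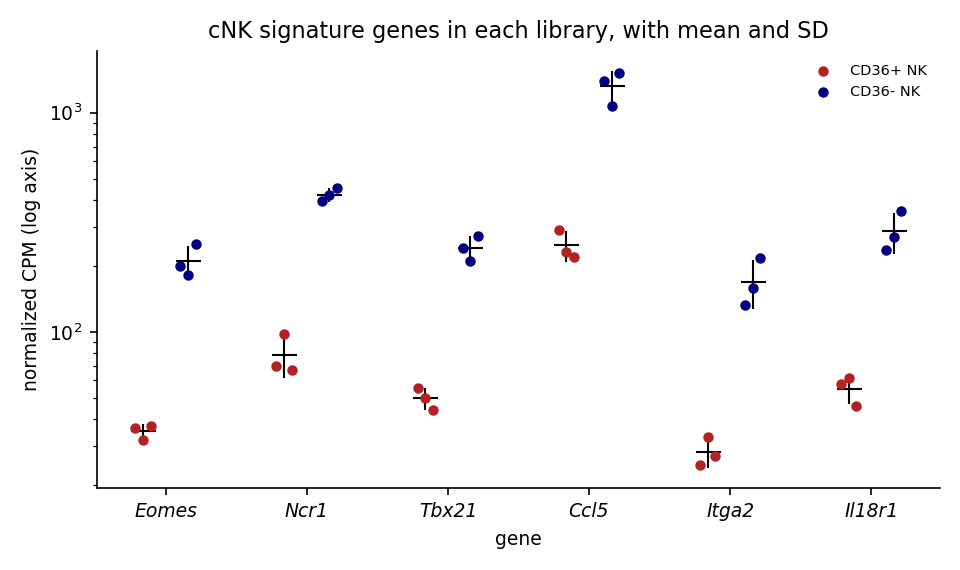
Normalized CPM (vertical log axis) of the 6 genes (horizontal axis) in each CD36+ NK (red) and CD36- NK (blue) library. Points are libraries, horizontal marks group means and vertical bars SD (n = 3); for Eomes the CD36+ NK libraries lie between 32.15 and 37.25 and the CD36- NK libraries between 182.1 and 251.2.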

Interestingly, we observed that CD36^-^ NK cells expressed higher levels of *Eomes*, *Ncr1*, *Tbx21*, *Ccl5*, *Itga2*, and *Il18r1*—signature genes associated with cNK cells (data not shown). Thus, we speculated that cNK cells may, to some extent, be able to resist the upregulation of CD36 in liver fibrosis.

Ferroptosis is an iron-dependent form of cell death driven by lipid peroxidation, which may play a role in the pathology of certain degenerative diseases (30). While the role of iron metabolism in ferroptosis regulation has been firmly established, a growing body of research has indicated that numerous other metabolic networks are also closely intertwined with the regulation of this regulated cell death modality. Key examples of such pathways include the GSH–GPX4 axis, GCH1-BH4-DHFR axis, and FSP1–CoQ axis (31). Although some studies have reported the potential effect of targeting ferroptosis of immune cells in liver disease (32–34), there were only few studies that have reported how ferroptosis influences the NK function. Sophie M Poznanski et al. reported that NK cells exhibit a glucose metabolism disorder within the TME that is accompanied by lipid peroxidation and oxidative damage. Nrf2 pathway activation can enhance the antioxidant capacity of NK cells, thereby improving their anti-tumor efficacy (35). Our study focused on the occurrence of ferroptosis in hepatic NK cells during liver fibrosis and its impact on their anti-fibrotic capacity. We found that CD36 might have influenced the lipid metabolism of NK cells, which led to ferroptosis of NK cells in liver fibrosis. Blocking CD36 *in vitro* can reduce ferroptosis levels and restore the anti-fibrotic capacity of NK cells during liver fibrosis. Blocking ferroptosis can restore the cytotoxicity of NK cells against HSCs. This led us to investigate whether similar effects occur *in vivo*. We observed that CD36^-^ NK cells exhibited stronger anti-fibrotic ability *in vivo*, a capability that was not present in CD36^+^ NK cells. Currently, clinical management of liver fibrosis primarily focuses on eliminating causative factors and symptomatic treatment, with no specific therapeutic drugs available. This study reveals that CD36^-^ NK cells possess unique anti-fibrotic properties in liver fibrotic mice and that they can reverse the progression of liver fibrosis. Although the findings provide a new target to improve NK function in liver fibrosis, we lack direct experimental evidence regarding the role of NK cell-specific CD36 deletion in the progression of liver fibrosis, which needs to be further investigated.

In summary, we revealed that CD36 plays a critical role in regulating NK cells. Our data demonstrated that CD36 mediated NK cell ferroptosis. Blockade of CD36 in NK cells could be a therapeutic strategy for combating liver fibrosis. These findings may provide new insights into cell immunotherapy for liver fibrosis.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: NCBI GEO, accession GSE330049.

# Supplementary material for: CD36 aggravates ferroptosis in NK cells and dampens their anti-fibrotic activity in the liver
**Source:** Front Immunol. 2026 May 14;17:1825015. doi: 10.3389/fimmu.2026.1825015
**Supplement:** Supplementary file 1

**Supporting information**

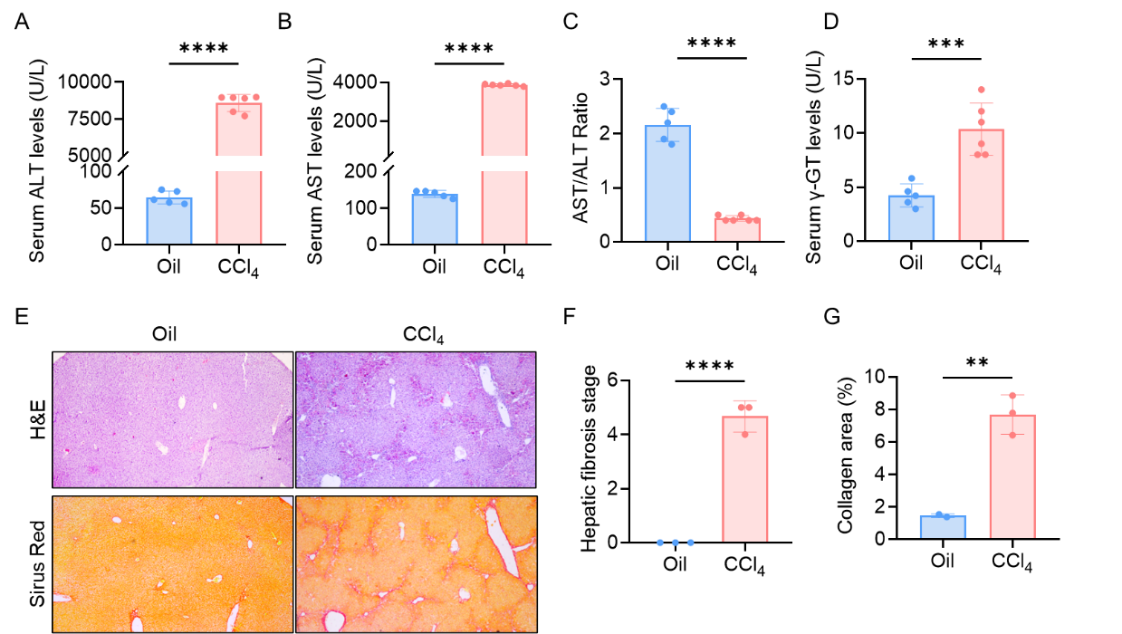

**Fig. S1. Establishment of a mouse model of CCl₄‑induced hepatic fibrosis.**

(A-D) Serum levels of ALT, AST, AST/ALT and γ-GT in the control group and mice treated with CCl_4_. (E) Representative images of H&E and Sirius Red staining in the control group and mice treated with CCl_4_. (F-G) Statistical analysis of fibrosis degree is shown on the right. H&E hematoxylin and eosin, ALT alanine aminotransferase, AST aspartate aminotransferase, CCl_4_ carbon tetrachloride.

**
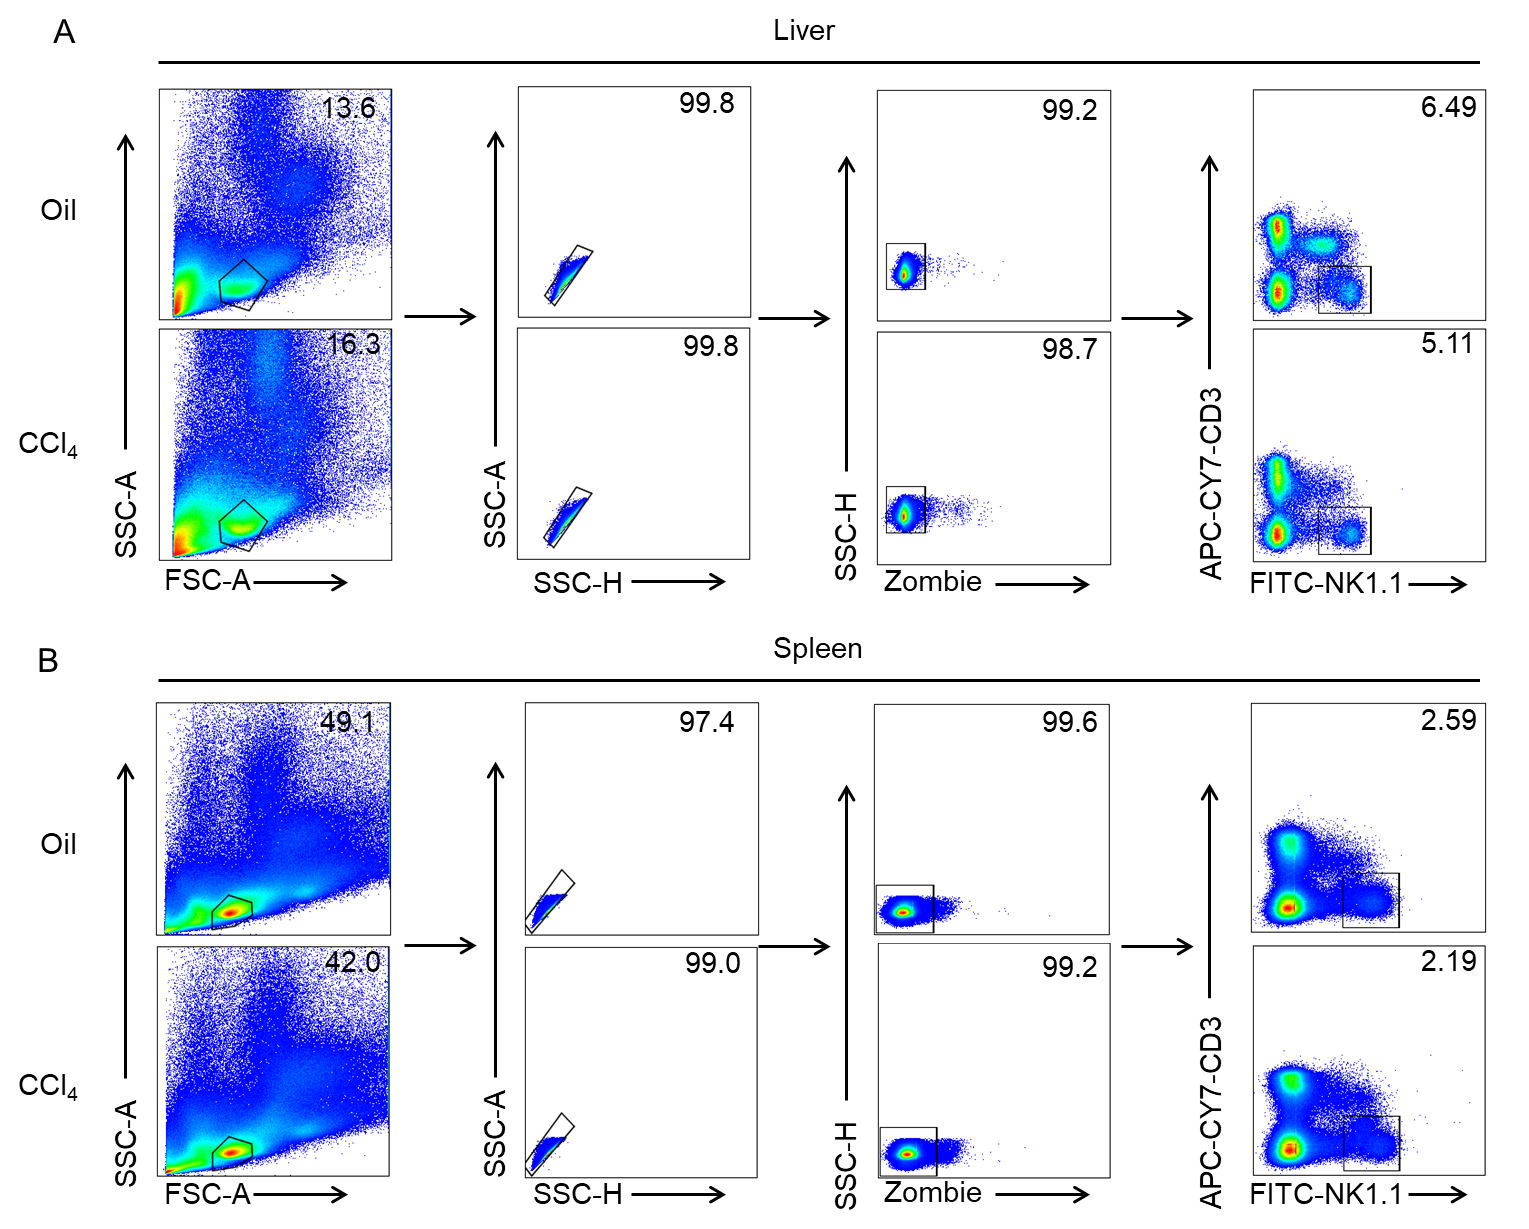
**

**Fig. S2. The flow cytometry gating strategy for hepatic or splenic NK cells.**

Lymphocytes of liver (A) and spleen (B) were identified by forward and side scatter (FSC-A vs. SSC-A), and single cells were identified (SSC-A vs. SSC-H). Next, dead cells (Zombie^+^) were excluded, and NK cells were defined as CD3^-^ NK1.1^+^.

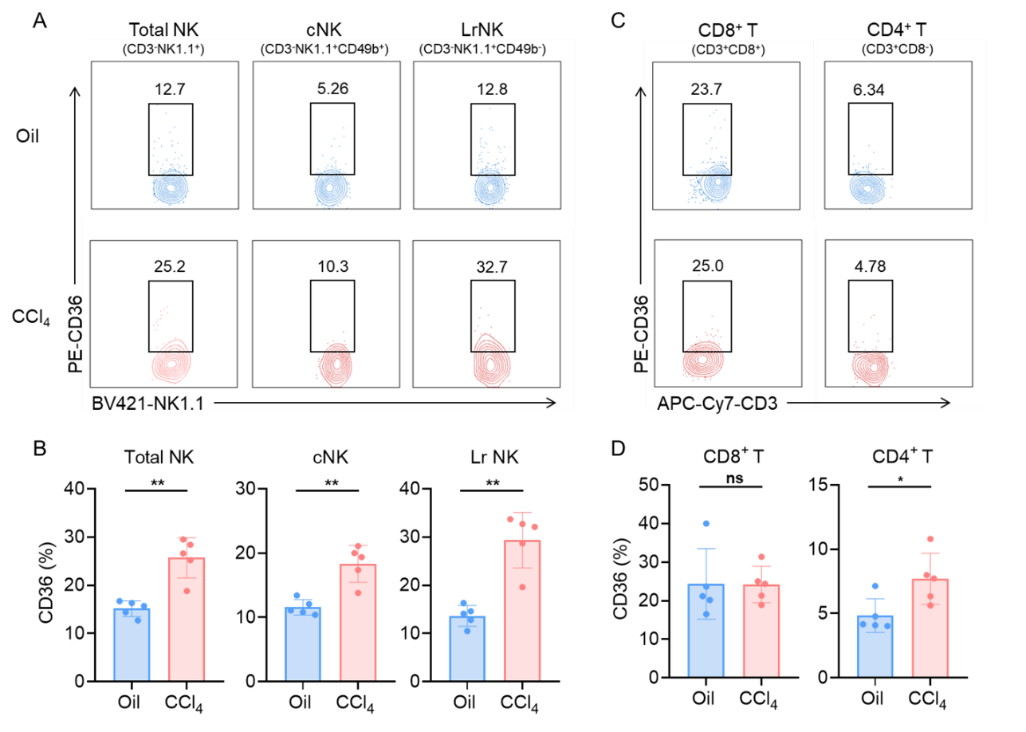

**Fig. S3. CD36 expression on hepatic MNCs after** **CCl₄‑induced hepatic fibrosis.**

WT mice was treated with CCl_4_ for two weeks. (A, B) Expression of CD36 on NK subsets. (C, D) Expression of CD36 on T cell subsets.

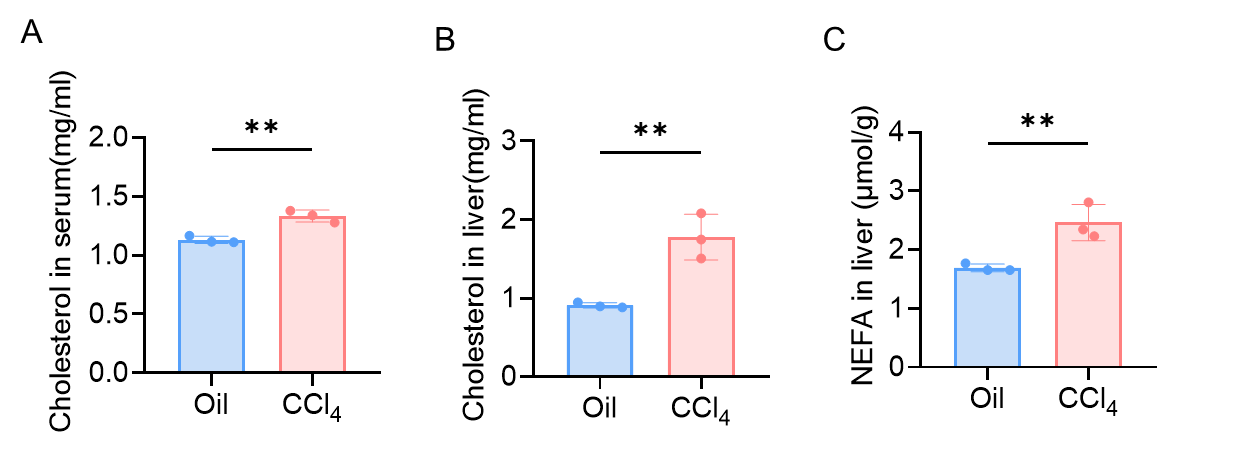

**Fig. S4. Elevated cholesterol and non‑esterified fatty acids in hepatic fibrosis mice** (A) Serum levels of cholesterol in the control group and mice treated with CCl_4_. (B) Hepatic cholesterol in the control group and mice treated with CCl_4_. (C) Hepatic NEFA in the control group and mice treated with CCl_4_.

How the deposited data were processed for this re-analysis (not part of the article)

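RNA was measured in CD36+ NK and CD36- NK cells sorted from the livers of mice with CCl4-induced fibrosis, with 3 libraries in each group. The authors filtered the reads with Seqtk, mapped them with HISAT2 and counted fragments per gene with StringTie, and they deposited these counts without normalization. The FPKM values that the authors deposited beside the counts were the counts divided by gene length and by the library's total, in 100% of the 7439 genes with more than 200 counts in every library, and were not used for tests. The table holds 57180 genes with Ensembl identifiers, symbols, coordinates and KEGG entries, and 27171 of them had a count in at least 1 library. The lines of 2 genes were broken in the table and were rejoined. The build of the coordinates is not named in the paper's text or in the table. Of 51884 genes shared with a GRCm38 annotation, 1396 had the same coordinates, so the table's own coordinates are given. The names of the sequencing libraries and the titles of the samples use the sign of CD36 differently, and the titles were followed. Cd36 was higher in every library titled CD36+.

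Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and gene sets with scipy 1.17.1 in Python 3.11.15. Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 14761 genes, and libraries were scaled by TMM. The quasi-likelihood test compared the groups without a block. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 2 were called, the paper's thresholds; the paper names edgeR but not its test. The total counts per library ran from 10292480 to 13787189. The smallest level a library can show was taken as 3 counts, which covers counting error only and not the spread between libraries. Replicates of a group differed by more than the sampling noise, with a chi-square per degree of freedom from 14.8 to 29.2, so none was counted as a repeat of another.

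Enrichment was tested with a one-sided Fisher's exact test against all tested genes, and the rich factor is the share of DEGs in a set over their share among all tested genes. The q-values cover 383 KEGG terms with at least 5 tested genes together with the lipid class and the combined glycosphingolipid set. Whether to adjust over these 385 sets or over the 4 lipid sets was settled after the unadjusted p-values had been seen, so both are given. Cell types were examined with 14 lists of marker genes and limma's camera, adjusted over the lists. Camera used its preset correlation between genes, not one estimated from these libraries, so its p-values may be too small for markers that vary together. For DESeq2 and edgeR's exact test, limma's cameraPR was used in its place. List scores are means of log2 CPM with a pseudocount of 2.

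The named genes are Cd36 and the other genes that the paper names, the 5 DEGs of lowest p in each direction without overlap between the groups, the 3 DEGs of lowest p in each direction of each lipid set, and the 3 most expressed genes of each marker list. Other genes named were chosen after their values were seen. Of the genes the paper names, Acnat2, Col1a1, Des, Ucp1 and Grm5 had too few counts to be tested, with 0, 28, 5, 3 and 4 counts over the 6 libraries.

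The replicate numbers come from the sample titles, and neither the titles nor the paper's text state whether same-numbered CD36+ NK and CD36- NK samples came from the same animals. The numbers in the library names differ from those in the titles for CD36- NK, where titles 1 to 3 are library numbers 6, 1 and 2, so the pairing by title is uncertain. A fit with the replicate number as a block was therefore run beside the fit without it. Further blocks were added after the values were seen. One used the form of the library name and then its number, which paired the replicate 1 libraries with each other, CD36+ NK replicate 2 with CD36- NK replicate 3, and the 2 left over; only the second of these pairs shares a number. The other used the number alone, which paired CD36+ NK replicate 1 with CD36- NK replicate 2, CD36+ NK replicate 2 with CD36- NK replicate 3, and the 2 left over. The libraries of replicate 1 also carry names of another form than those of replicates 2 and 3, and this set of names was used as a block in a further fit. Other alternatives were DESeq2 1.42.0, edgeR's exact test, upper-quartile normalization, other filters on low counts and other fold thresholds, each replicate left out in turn, other gene sets, another background, and camera in place of Fisher's exact test. GC content was known for 97.7% of the tested genes and length for 100% of them, and trends on each were removed per library with a loess span of 0.3. On simulated counts with 200 changed genes among 14761, the edgeR script called 187 changed genes (93.5%) and 6 unchanged genes. The enrichment script found 10 of 10 terms given an excess of calls among 383, and 0 when calls were drawn at random. All simulated changes lay well above the fold threshold, and the terms given an excess were larger than each of the lipid pathways. These runs therefore do not show how often changes near the threshold or an excess in small pathways would be found. Alternatives for FPKM values were not needed because the table holds counts.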

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

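The marker lists, the splits of the libraries and the check of the labels were set before the values were seen, while the tests of GC content, length, depth and highly counted genes, the levels relative to NK-lineage genes, the tests of macrophage kinds, and the macrophage list as the one by which RNA of other cells is judged, were chosen only after.

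Marker genes of some cell types other than NK cells, which the paper does not analyse in these libraries, were higher in the CD36+ NK libraries. The list of macrophage and Kupffer cell genes had a median log2 fold change of 2.84, with 10 of 10 tested genes higher and 4 of them DEGs (limma's camera, adjusted p = 1.10e-06). Its most expressed gene, Lyz2, had a log2 fold change of 0.095. Its summed level was 6875 to 9149 CPM in the CD36+ NK libraries and 2465 to 6033 in the CD36- NK libraries. The erythroid list had a median of 1.84 (8 of 8 genes higher, 5 DEGs, camera adjusted p = 7.94e-06), although reads shared between globin genes make single values uncertain. The list of liver sinusoidal endothelial cells had a median of 1.97 (5 of 5 genes higher, 1 DEG, camera adjusted p = 0.00791), and the B cell list one of 0.51 (8 of 8 genes higher, 1 DEG, camera adjusted p = 0.000204). In each of these 4 lists the 3 CD36+ NK libraries lay above the 3 CD36- NK libraries in summed CPM. The rise was not shared by all other cell types. The monocyte list had a median of -0.70, with 3 of 9 genes higher (camera adjusted p = 0.874); Cd14 and Clec4e were higher DEGs, with log2 fold changes of 1.70 and 1.77, and Ccr2 was a lower DEG, with one of -1.35. The platelet list had a median of -0.03. The lists of hepatocytes (median 1.09, 2 tested genes), hepatic stellate cells (1.39, 2 tested genes) and T cells (2.34) were higher but not past the threshold (camera adjusted p = 0.2155, 0.0841 and 0.165), and in the first 2 the CD36+ NK libraries also lay above the CD36- NK libraries in summed CPM. The dendritic cell list was higher as well and just short of the threshold, with a median of 0.32 (6 of 8 genes higher, 2 DEGs, camera adjusted p = 0.0533). Its summed CPM overlapped between the groups. Csf1r alone was at 1151 to 2240 CPM in CD36+ NK and 240.7 to 771 in CD36- NK.

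Genes of NK cells moved the other way. The NK lineage list had a median log2 fold change of -2.43, with 10 of 10 tested genes lower and 9 of them DEGs (camera adjusted p = 9.40e-53). The list of conventional NK cells had one of -2.57, with 9 of 9 tested genes lower and 6 of them DEGs (camera adjusted p = 2.855e-31). Markers of one cell type can vary together, so such p-values may be too small. Over the libraries, the exact permutation test of 7 NK lineage genes gave p = 0.1, the smallest it can give. Klrb1c, which encodes the NK1.1 antigen by which both fractions were sorted, was at 74.5 to 104.2 CPM in CD36+ NK and 462 to 521.5 in CD36- NK. Of the 440 lower genes, 191 lay within 0.5 of the median of the NK lineage list on the log2 scale, and 8 fell by more than 3, against 44 of the 440 higher genes that rose by more than 3.

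A candidate explanation for both shifts is that the CD36+ libraries hold a smaller share of NK RNA and more RNA of some other cells, such as macrophages, in which case part of the 880 DEGs may reflect the mixture of cells. The rise of the macrophage list by 2.84 is among the shifts that this explanation was drawn from, and the list was picked from all the lists after their values were seen, so it lends the explanation no separate support. The monocyte list did not rise as a whole. Other technical explanations were tested on the number of DEGs. It was 900 after each library's trend on GC content was removed, 893 after the trend on length was removed, 869 after all libraries were thinned to 10292480 counts, and 882 without the 50 most counted genes, so none of these fully explains the difference. Swapped labels are not supported by Cd36, which was higher in the libraries titled CD36+ by 3.27 on the log2 scale. Of the 4 splits of the 6 libraries that part every pair numbered alike in the titles, 1, the real one, gave as many as 880 DEGs, and the other splits of the 10, of which those outside the 4 part a single same-numbered pair, gave 0 or 1, with 152 to 1018 genes at an unadjusted p under 0.05 against 3881 in the real split. With so few splits, a chance arrangement of the libraries cannot be excluded by this count. The mixture of cells remains, and so does a biological difference between CD36+ and CD36- NK cells; the data cannot tell them apart, because RNA was measured in bulk.

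The kind of macrophage was examined with genes picked after their values were seen, so it stays open. Clec4f, which Kupffer cells express, had 17, 624 and 0 counts in CD36+ NK replicates 1 to 3 and 0 counts in the CD36- NK libraries, so 2 CD36+ NK libraries were above 3 counts and Kupffer cells may account for part of the signal in them. Vsig4, the other gene listed for Kupffer cells alone, had 10, 181 and 6 counts in CD36+ NK replicates 1 to 3. In CD36- NK replicates 1 to 3 it had 0, 3 and 0, so by Vsig4 all 3 CD36+ NK libraries were above 3 counts. A list of 6 genes of red pulp macrophages, Spic and Treml4 among them, had a median log2 fold change of 2.77.

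The T cell list, with a median log2 fold change of 2.34 (8 of 9 tested genes higher, 2 DEGs, camera adjusted p = 0.165), stood at 426.8 CPM in CD36+ NK replicate 1 and at 35.25 to 62.46 in the other libraries, although the sort excluded CD3+ cells. Cd3e had 303 counts there and 1 to 12 elsewhere. The 2 DEGs, Cd4 and Cd8a, were also higher in CD36+ NK replicates 2 and 3, with Cd4 at 11.26 and 23.86 CPM against 4.59 to 7.781 in the CD36- NK libraries and Cd8a at 8.976 and 16.54 against 2.637 to 4.244, so their rise was not confined to replicate 1. The neutrophil list was also highest in that library, at 2684 CPM against 485.7 and 503.8 in CD36+ NK replicates 2 and 3, but CD36- NK replicate 1 was the highest of its group as well, at 1950 CPM against 1113 and 764.2. The neutrophil level therefore cannot be told apart from a difference of replicate 1 or of its set of library names, and with that set as a block the median log2 fold change of the neutrophil list was -0.261. A group of 3 libraries allows no test of a single one, and without CD36+ NK replicate 1 the median log2 fold change of the T cell list was -1.51. No biological explanation was tested for this library.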

How the results depend on the processing

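All alternatives were chosen before the data were examined except the GC and length trends, the thinned libraries, the fit without the 50 most counted genes, the background of every gene in the table, the fit without replicate 1 of both groups, the block by library-name form and number and the block by library-name number alone, which were chosen after. No alternative in which a gene stayed a DEG changed its sign.

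Cd36 was a DEG under every alternative, with a log2 fold change from 3.04 to 3.69 and an adjusted p of at most 0.0427. The 6 cNK genes were DEGs in every fit, and of 11 ferroptosis and NK activation genes 5 to 6 were. The number of DEGs was 880, and it was 1143 with DESeq2, 1243 with edgeR's exact test (720 of them higher), 887 with upper-quartile normalization, 756 without a filter on low counts, 716 with at least 10 counts in every library and 912 with the library-name set as a block. The replicate number as a block gave 560 DEGs (221 higher, 339 lower), a share of higher genes of 39.5% against 50.0%, with a correlation of same-numbered libraries of 0.310, 0.0515 and -0.0837 in replicates 1 to 3 and 0.0947 pooled. The block by library-name form and number gave 1061 DEGs (626 higher, 435 lower), with correlations of 0.310, 0.121 and 0.254 in its pairs and 0.232 pooled. The block by library-name number alone gave 413 (105 higher, 308 lower, 25.42% higher), with correlations of -0.2505, 0.121 and -0.1955 and -0.118 pooled, so results under a block depend on the pairing. An adjusted p below 0.05 alone gave 1552 (749 higher, 803 lower), and a fold change above 4 gave 376 (182 higher, 194 lower). Across the fits that left out 1 replicate, or replicate 1 of both groups, the number ran from 417 to 1160 DEGs, 94 to 708 higher and 288 to 554 lower, and the share of higher genes from 22.5% to 61.03%. The cause was not tested.

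The lipid metabolism class, with a rich factor of 1.88, lost its significance with the replicate block (1.475, q-value 0.370), the library-name set as a block (1.63, q-value 0.0550), a fold change above 4 (1.90, q-value 0.158), Reactome's genes (1.31, q-value 0.310) and camera (adjusted p 0.0546). Left-out replicates gave 0.907 to 2.08. The class kept its significance without CD36+ NK replicate 1 or CD36- NK replicate 2. It lost significance without CD36+ NK replicate 2 (rich factor 0.907, q-value 1.0) or CD36+ NK replicate 3 (q-value 0.940). The same held without CD36- NK replicate 1 (0.871), CD36- NK replicate 3 (0.721) or replicate 1 of both groups (0.940). The class stayed significant with the block by library-name form and number (2.08, q-value 0.000134). With the block by library-name number alone it was not significant (0.9335, q-value 1.0). Rich factors of 0.907 and 0.9335 do not show a depletion, for which the one-sided test does not look. Over all alternatives the q-value of the class ran from 6.54e-10 to 1.0. Cholesterol metabolism lost it with a fold change above 4 (4.76, q-value 0.0871), with the block by library-name number alone (4.332, q-value 0.135) and without replicate 1 of both groups, with left-out replicates from 4.16 to 6.26; its q-values ran from 6.82e-07 to 0.135. Fatty acid elongation, not significant at a q-value of 0.0514, became significant without a filter on low counts (5.75), with at least 10 counts in every library (4.40), with thinned libraries (3.99), with an adjusted p below 0.05 alone (3.17), with every gene of the table as background (11.2), without CD36+ NK replicate 1 (q-value 0.0354) and without CD36- NK replicate 2 (q-value 0.0386). Left-out replicates gave 3.24 to 4.88; its q-values ran from 0.000374 to 0.597. Glycosphingolipid biosynthesis became significant without a filter on low counts (4.38), with camera (adjusted p 0.0460), with the block by library-name form and number (3.27, q-value 0.0162) and with every gene of the table as background (7.22); its q-values ran from 0.00233 to 1.0. The background of every gene holds genes that could not have been called. The cause was not tested.

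The number of marker lists past the threshold was 6. It was 10 without a filter on low counts, 7 with DESeq2, with edgeR's exact test and with at least 10 counts in every library, 8 with each of the 2 blocks by library name and number, and 6 to 9 with left-out replicates. The direction reversed in the platelet list without a filter on low counts (1.45) and with thinned libraries (0.00427), and in the neutrophil list with the replicate block (-0.261), the library-name set as a block (-0.261), the block by library-name form and number (-0.2445) and the block by library-name number alone (-0.3008). With left-out replicates, reversals occurred within ranges of -0.271 to 1.26 for platelets, -1.66 to 1.07 for neutrophils, -1.51 to 2.78 for T cells, -0.204 to 0.0773 for Acsl4 and -0.502 to 0.133 for Tnf. The other changes in single genes and lists were counted once for each fit, so a gene or list can count more than once. Left-out replicates made 4 values weaker and 10 stronger, and the other alternatives made 1 weaker and 10 stronger. The 4 weaker values with left-out replicates were all of Tigit. It was not a DEG without CD36+ NK replicate 2, CD36+ NK replicate 3, CD36- NK replicate 1 or CD36- NK replicate 3 (edgeR adjusted p = 0.0815, 0.0735, 0.0733 and 0.0668). The cause was not tested.

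Depth was similar in the 2 groups, and what it limits is the genes with few counts, such as Acnat2 with 0 counts in all libraries, whose change could not be tested.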

Differences from the paper's values

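Fig. 3B shows 2 dots for glycosphingolipid biosynthesis without naming their series, at rich factors of about 4.2 and about 4.0 in Fig. 3B, read by eye. Set in order of size against the KEGG series, a pairing chosen after seeing the values, the highest was 3.73 and the second highest 2.58, and the second differs from the paper's dot by more than 1.5-fold. Among the alternatives set before the data were examined, the second highest series came within 1.5-fold with DESeq2 (2.98), edgeR's exact test (2.74), no filter on low counts (4.79), and without CD36- NK replicate 2 (3.04) or CD36- NK replicate 3 (2.73). It did not with upper-quartile normalization, at least 10 counts in every library, either block, an adjusted p below 0.05 alone, a fold change above 4, annotated genes as background, or any other left-out replicate. With the block by library-name form and number, chosen after seeing the values, it was 4.28.

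The other values read from the figures were within 1.5-fold. The number of DEGs in the lipid metabolism class was 30, against about 43 in Fig. 3A, read by eye. The rich factor of cholesterol metabolism was 4.575, against about 4.3 in Fig. 3B, read by eye, and that of fatty acid elongation 3.99, against about 3.7 in Fig. 3B, read by eye.

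The paper states that fatty acid elongation was enriched with significance, where the q-value was 0.0514. Among the alternatives set before the data were examined, it fell to 0.0252 without a filter on low counts, 0.0399 with at least 10 counts in every library, 0.0354 without CD36+ NK replicate 1, 0.0386 without CD36- NK replicate 2 and 0.0237 with an adjusted p below 0.05 as the only threshold for genes. Others of these alternatives raised it, to 0.0927 with DESeq2, 0.113 with edgeR's exact test, 0.0627 with the replicate block and 0.401 with a fold change above 4. It also rose without CD36+ NK replicate 2 (0.597), CD36+ NK replicate 3 (0.221), CD36- NK replicate 1 (0.197) or CD36- NK replicate 3 (0.238). With libraries thinned to one depth it was 0.0496, and with every gene of the table as background 0.000374, both chosen after seeing the values. Over the 4 lipid sets alone the adjusted p was 0.00907.

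The paper states the same for glycosphingolipid biosynthesis, where the q-value of the 3 KEGG series together was 0.231. It was 0.0283 without a filter on low counts, and camera gave an adjusted p of 0.0460, both set before the data were examined. With every gene of the table as background it was 0.00233 and with the block by library-name form and number 0.0162, both chosen after seeing the values. Over the 4 lipid sets alone the adjusted p was 0.0493. Taken alone, the lacto and neolacto series had a q-value of 0.117, which was 0.0224 without a filter on low counts and 0.0390 with an adjusted p below 0.05 as the only threshold for genes, and, chosen after seeing the values, 0.00270 with every gene of the table as background and 0.00949 with the block by library-name form and number.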

Other observations

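The tests of this part that compare genes with the NK lineage list were chosen only after the result was seen.

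The paper reports ferroptosis and activation markers in other samples and assays, and their genes can be read in the sorted CD36+ NK and CD36- NK libraries. Gpx4 had a log2 fold change of -0.29 (edgeR adjusted p = 0.2165), Acsl4 one of -0.07 (edgeR adjusted p = 0.8585) and Ptgs2 one of 0.40 (edgeR adjusted p = 0.283), and none was a DEG. Of the 37 tested genes that KEGG lists under ferroptosis, 2 were DEGs, Prnp and Trf, both higher in CD36+ NK, a rich factor of 0.907 (one-sided Fisher's exact test, p = 0.656). Klrk1, which encodes NKG2D, had a log2 fold change of -2.21 and Klrc1, which encodes NKG2A, one of -2.31, while Cd69 had -0.26 (edgeR adjusted p = 0.614). The paper reports a negative correlation of CD36 with NKG2D, CD69 and IFN-γ and a positive one with NKG2A by flow cytometry in liver NK cells (Fig. 2H), which is another measure. Ifng, Prf1 and Gzmb had log2 fold changes of -2.58, -2.51 and -2.34, Tigit one of -1.54, and Tnf one of -0.25 (edgeR adjusted p = 0.657). Tigit was not a DEG when CD36+ NK replicate 2 or 3 or CD36- NK replicate 1 or 3 was left out (edgeR adjusted p from 0.0668 to 0.0815).

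A hypothesis is that effector and cNK genes are lower in the CD36+ libraries because these hold a smaller share of NK RNA, in which case they should fall about as much as genes of the NK lineage. The 7 lineage genes fell by 2.09 on the log2 scale. The 4 effector genes named by the paper, Ifng, Tnf, Prf1 and Gzmb, fell by 1.85, and relative to the lineage genes they differed by 0.2315 (exact permutation test, p = 0.3, where 0.1 is the smallest possible). The 6 cNK genes differed by -0.3127 relative to the lineage genes (exact permutation test, p = 0.1), without overlap between the groups, so they fell more than the mean of the lineage genes. The full NK lineage list has 10 tested genes, because the 7 leave out those that are among the 6 cNK genes or the 4 effector genes. The log2 fold changes of this full list ran from -2.57 to -0.3827 with a median of -2.427, so that median is not one of genes chosen apart from the tested ones. Those of the 6 cNK genes ran from -2.59 to -2.28. The difference from the mean therefore does not show that the 6 cNK genes fell more than most lineage genes. The limit of 25% of the fall for an equal change was chosen after the values were seen, so neither value decides on the hypothesis. Tnf changed less than the other 3 effector genes, so the mean of the 4 hides unequal changes. The list of liver-resident NK genes fell by 0.422, and relative to the lineage genes it was higher by 1.66 (exact permutation test, p = 0.1). Some of its genes are also expressed outside NK cells, which was not tested. A change in the NK cells themselves cannot be told apart from a mixture with these data.

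Of the 383 KEGG terms, 47 had a q-value below 0.05. The lowest q-values were those of CD molecules (76 DEGs of 332 tested genes, q = 1.61e-22) and cytokine-cytokine receptor interaction (39 of 156, q = 1.66e-12). Cholesterol metabolism ranked 25 among the terms. Natural killer cell mediated cytotoxicity had 24 DEGs among 103 tested genes, 3 higher and 21 lower in CD36+ NK (q = 2.79e-07). Ether lipid metabolism, a term of the lipid class that the paper does not discuss, had 9 DEGs among 31 tested genes, 9 of them higher in CD36+ NK (q = 0.000931).

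The first principal component of the libraries held 60.1% of the variance and separated CD36+ NK from CD36- NK. The second held 15.7%, and the replicate 1 libraries of both groups lay at 40.66 and 19.62 on it and the other libraries between -19.76 and -9.06. The replicate 1 libraries carry names of another form. Their set holds 1 library of each group, too few to recompute the comparison within it. Within the set of replicates 2 and 3, 433 genes were DEGs, 353 of them among the 880, the log2 fold change of Cd36 was 3.34, and the rich factors of the lipid metabolism class and of cholesterol metabolism were 1.15 (q-value 0.940) and 4.16 (q-value 0.109).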
